A study of Homo sapiens with 6 samples. Its data were reported in "Chromatin remodeling mediated by ARID1A is indispensable for normal hematopoiesis in mice" (2019).

How the data were processed

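RNA was sequenced from NB4 cells, an established acute promyelocytic leukemia line, that carried Cas9 and a doxycycline-inducible small guide RNA (sgRNA). The sgRNA targeted either lacZ, a bacterial gene absent from the human genome, or ARID1A, which encodes a subunit of the SWI/SNF chromatin remodeling complex. The 6 samples fell into 3 groups by their labels: LacZ (control), ARID1A sg1 and ARID1A sg5, with 2 replicates each. Per the labels, cells received 1 µg/ml doxycycline for 7 days. The methods of the study also describe a further culture without doxycycline before RNA isolation.

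The authors quantified paired-end reads per transcript, and the columns of the tables are those of Kallisto. The deposited values were estimated counts, which need not be whole because reads shared by transcripts are split between them, and TPM, a measure of transcript abundance, which the authors scaled by effective transcript length. The human transcript set used for these libraries is not stated, and the study gives a version of the tool only in a sentence on alignment to a mouse transcript set. Each table held 196354 transcripts. Of these, 181857 (92.6%) matched a transcript of GENCODE release 29 (GRCh38) by identifier, and they carried 95.4% to 95.5% of the counts in each sample. Matched transcripts were summed to 52992 genes and rounded to whole numbers. Unmatched transcripts were left out of the gene table and tested separately. Coordinates are 1-based on GRCh38 with GENCODE 29 and come from that match, not from the authors' tables.

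Total estimated counts ranged from 46131178 to 54843745 per sample. Differential expression was tested with edgeR (version 4.0.16, R 4.3.3) using TMM factors, filterByExpr with a minimum count of 10, and the quasi-likelihood F-test with robust estimation. All 6 samples entered one model with group as the only term, so that the groups shared one estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method, and genes under a false discovery rate (FDR) of 0.1 were called, which is the threshold the study used. The study used DESeq2, which was run here as an alternative (version 1.42.0). Standard errors of log2 fold changes were derived from the F statistic. Gene sets were tested with camera in limma (version 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 9 sets and both sgRNA contrasts. The S phase and G2/M lists were those distributed with Seurat, oxidative phosphorylation was defined by symbol prefixes, and the other lists were short and hand-written. All were fixed before the data were examined but after the study and its supplementary gene list had been read. That list names EPX, PRG2 and HDC, which are members of the eosinophil, basophil and mast cell set. Python 3.11.15 was used for joins, guide matching and plots.

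Genes were named by a rule fixed in advance: ARID1A; up to 5 genes in each direction that passed the threshold in both sgRNA contrasts with all ARID1A-deficient samples on the same side of both LacZ samples; a fixed panel of genes, not all of which the study discusses; and genes called between sg1 and sg5. Replicate numbers in the labels (E1 and E2) were checked for pairing across groups, and a fit with the replicate number as a block was run beside the fit without it. Other alternatives changed the test, the normalization factors, the low-count filter, a transcript length offset, robust estimation, the threshold and the samples in the fit, and each replicate was left out in turn. A crossed replicate block, overlapping genes summed to loci, unmatched transcripts kept as features, leaving out replicates of the group outside a contrast, and separate LacZ replicates in genes with a mean of at least 50 counts were added after the data had been seen.

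The fitting functions were tested on simulated counts for 18514 genes with 200 changed genes in 5 simulations for each of 2 models of the dispersion. The changed genes were drawn only from genes with a mean of at least 50 counts, so recovery in genes with lower counts was not tested. With dispersions drawn from the edgeR model, edgeR recovered 46.6% of changes of 1 and 87.2% of changes of 2 on the log2 scale in sg1 against LacZ, and 12.1% of its calls were false. DESeq2 recovered 73.6% and 95.0%, and 41.6% of its calls were false. With dispersions drawn from the DESeq2 model, 7.1% of edgeR calls and 37.0% of DESeq2 calls were false. A shift of 0.3 given to 42 S phase genes was called by camera in 20 of 20 tests, and 0 of 160 tests of sets given no shift were called. With the correlation estimated from the data, the same shift was called in 18 of 20 tests, and 0 of 160 tests without a shift were called. Those simulated genes varied independently, which the genes of a real set need not do.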

Results

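To examine how ARID1A deficiency affects gene expression in NB4 cells, RNA-sequencing was performed on control cells expressing LacZ sgRNA and on cells expressing ARID1A sg1 or sg5, with 2 replicates per group. Total estimated counts were 53712098 and 52202084 in LacZ, 54490092 and 46131178 in sg1, and 48541973 and 54843745 in sg5. The 10 most abundant genes took between 7.20% and 8.23% of the counts. After filtering, 18514 genes were tested, with a common biological coefficient of variation of 16.6%.

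In a principal component analysis of log2 CPM, the widest gap on the first component did not follow the groups. This component held 34.4% of the variance. Replicate 1 of sg1 and replicate 2 of sg5 scored 34.3 and 46.8, whereas the other 4 samples scored between -30.3 and -11.3. Both LacZ samples lay among the latter, at -24.4 and -30.3, below all ARID1A-deficient samples. On the second component they lay above all ARID1A-deficient samples, at 13.7 and 26.3 against at most 8.6. With both LacZ samples on one side of the gap, the division on the first component cannot be examined within the control group. The labels give no batch that matches it. Comparisons with LacZ below therefore carry this division within each sgRNA group.

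**Figure D1:**
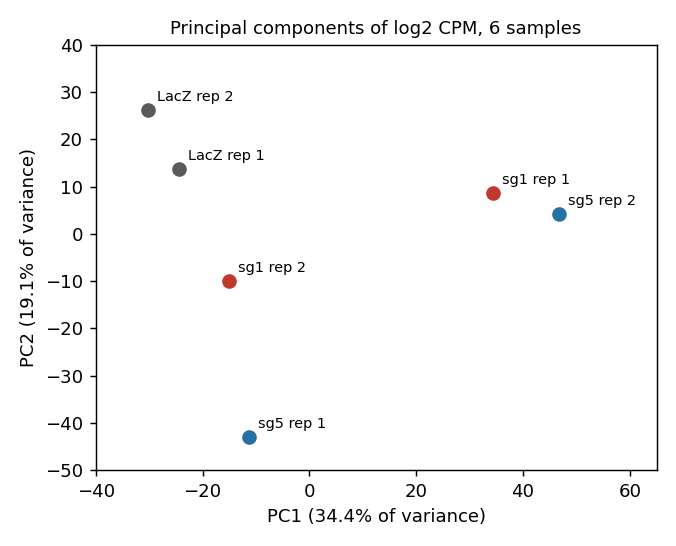
Principal components of log2 CPM in the 6 samples, with PC1 (34.4% of variance) on the x axis and PC2 (19.1%) on the y axis; each point is a sample, colored by group. Replicate 1 of sg1 and replicate 2 of sg5 lie at 34.3 and 46.8 on PC1, apart from the other 4 samples.

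The replicate numbers were next checked for pairing. Across 18514 genes, deviations of same-numbered samples from their group means correlated at 0.07 between LacZ and sg1, at 0.01 between LacZ and sg5, and at -0.21 between sg1 and sg5. Genes are not independent replicates, and no p-value was attached. With the replicate number as a block, 0 genes differed between the replicate numbers at an FDR of 0.1 and 453 at an unadjusted p under 0.05.

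The targeted gene was examined first. ARID1A (ENSG00000117713) lies on chromosome 1 from 26693236 to 26782110 on the plus strand. Its expression was 173 ± 25.3 CPM in LacZ, 201 ± 14.1 in sg1 and 134 ± 15.2 in sg5 (SD, n = 2). Its log2 fold change was 0.22 (SE 0.14) in sg1, with an adjusted p of 0.993 by edgeR. In sg5 it was -0.36 (SE 0.14), with an adjusted p of 0.661. With the replicate number as a block these were 0.23 and -0.36. Neither difference passed the threshold, so that ARID1A mRNA does not by itself check the labels, and protein was not measured in these data. The study separately showed ARID1A knockout by immunoblot in NB4 cells with Cas9 and an ARID1A sgRNA, after 7 days of doxycycline. Whether the blot used the cultures sequenced here is not stated. ARID1A-deficient is used below as the genotype label of the samples labelled sg1 and sg5.

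The sg5 sequence GCTTCGGGCAACCCTACGGC matched exon 1 of transcript ARID1A-201 exactly, on chromosome 1 from 26696849 to 26696868, starting at coding base 446 and followed by CGG. The sg1 sequence GAAAGCGAGGGCCCCGCGGT matched exon 1 from 26696572 to 26696591 with 1 substitution, G18C, counted from 1 at the 5′ end of the guide, and was followed by GGG. That site started at coding base 169. Both sites lay in coding sequence shared by 2 transcripts, ARID1A-201 and ARID1A-205. These transcripts held 76.8% and 80.2% of ARID1A counts in LacZ, 73.4% and 72.9% in sg1, and 70.7% and 64.6% in sg5. Reads shared between transcripts are divided by a model, so that shares of single transcripts are uncertain.

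Expression profiles of each sgRNA were then compared with LacZ. In sg1, 7 genes passed an FDR of 0.1, with 2 higher and 5 lower. In sg5, 18 genes passed, with 6 higher and 12 lower. At an unadjusted p under 0.05 the counts were 769 in sg1 and 1383 in sg5. With the replicate number as a block, 1 gene passed in sg1 and 1 in sg5. The alternative that moved these counts most was the fit with no low-count filter, in which 345 and 632 genes passed. When sg1 and sg5 were joined as ARID1A-deficient, as their genotype label does, 31 genes differed from LacZ, with 8 higher and 23 lower. With the replicate number as a block, 3 genes did.

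There were 6 genes past the threshold in both contrasts, all changed in the same direction, with 2 higher and 4 lower. With the replicate number as a block, 1 gene remained, and with DESeq2 there were 93, among them these 6. RIPOR2 (chromosome 6, 24804281 to 25042170) rose from 2.75 ± 0.272 CPM in LacZ to 19.5 ± 2.36 in sg1 and 16.8 ± 0.0314 in sg5 (SD, n = 2). Its log2 fold changes were 2.83 (SE 0.18, adjusted p 0.00191) and 2.61 (SE 0.18, adjusted p 0.00352). CUX2 (chromosome 12, 111034024 to 111350554) rose by 2.10 and 1.89 on the log2 scale, with adjusted p-values of 0.0411 and 0.0372. ITGA2B (chromosome 17, 44372180 to 44389505) fell from 14.3 ± 2.77 CPM in LacZ to 3.32 ± 0.144 in sg1 and 3.33 ± 0.480 in sg5 (SD, n = 2). Its log2 fold changes were -2.11 (adjusted p 0.0322) and -2.10 (adjusted p 0.0258). PRG2 (chromosome 11, 57386794 to 57390657) changed by -1.53 and -1.58, HDC (chromosome 15, 50241947 to 50266026) by -1.22 and -1.30, and HSPG2 (chromosome 1, 21822245 to 21937297) by -0.91 and -1.19. Their adjusted p-values lay between 0.0249 and 0.0884. PRG2 overlaps SLC43A3 and the read-through gene AP000781.2, and in sg5 the rest of that locus changed by -42.1 CPM beside -44.8 CPM for PRG2. In each of the 6 fits that left out 1 replicate, all 6 genes kept their direction in both contrasts. The naming rule already required all ARID1A-deficient samples on the same side of both LacZ samples, so this is not a separate test.

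**Figure D2:**
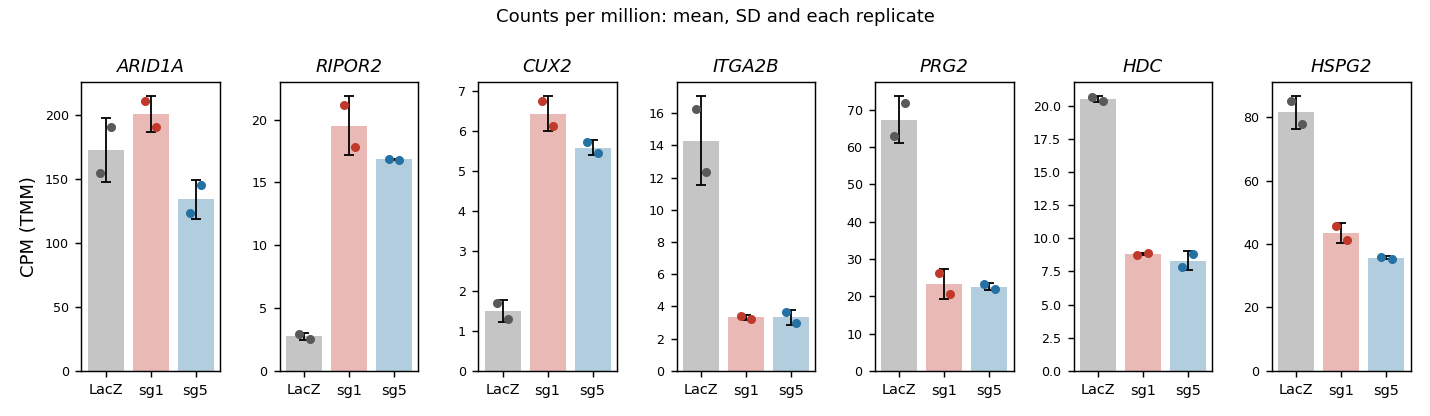
TMM-scaled CPM (y axis, from 0) of ARID1A and the 6 genes changed in both contrasts, in LacZ, sg1 and sg5 (x axis); bars are means, error bars are SD (n = 2) and points are replicates. ARID1A averaged 173 CPM in LacZ, 201 in sg1 and 134 in sg5, while RIPOR2 rose from 2.75 to 19.5 and 16.8 CPM.

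To test whether the sgRNAs differed from each other, sg1 was compared directly with sg5. TEN1 (chromosome 17, 75979220 to 76000586) was the 1 gene past an FDR of 0.1, with 256 genes at an unadjusted p under 0.05. Its expression was 15.1 ± 2.73 CPM in LacZ, 18.8 ± 1.06 in sg1 and 1.87 ± 0.911 in sg5 (SD, n = 2). The log2 difference was 3.33, with an adjusted p of 0.0506. With the replicate number as a block 0 genes passed, with 206 at an unadjusted p under 0.05.

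Log2 fold changes of sg1 and sg5 correlated across 18514 genes with a Pearson r of 0.663 and a Spearman rho of 0.665. Genes are not independent replicates, and both fold changes shared the LacZ samples. From the spread between replicates, a shared control alone would give an r of 0.400. When each sgRNA was set against its own LacZ replicate, r was 0.228 and 0.262 for the 2 assignments. No LacZ sample was shared there, so the 0.400 is not a reference for these 2 values. Each sgRNA then had 1 LacZ sample in place of 2, which leaves more noise in the fold changes.

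**Figure D3:**
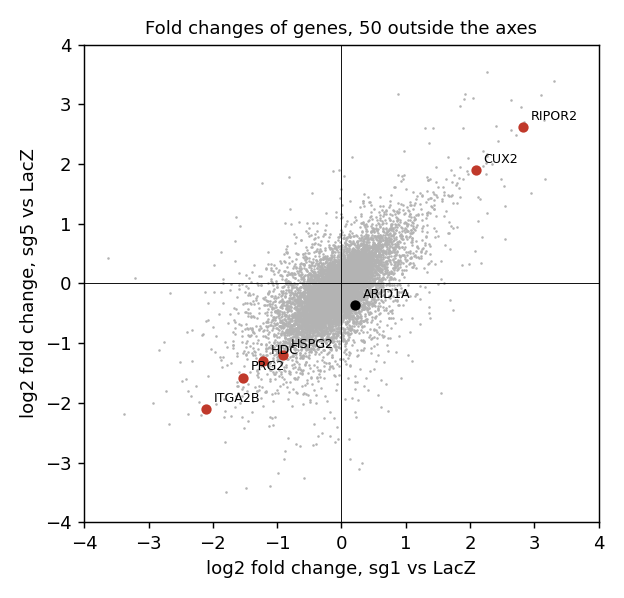
Log2 fold change against LacZ of sg1 (x axis) and sg5 (y axis) for 18514 genes in gray, with 50 genes outside the axes; red points are the 6 genes changed in both contrasts and the black point is ARID1A. RIPOR2 lies at 2.83 and 2.61 and ITGA2B at -2.11 and -2.10.

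Gene sets were examined because the study asked which programs change with ARID1A deficiency. With a fixed inter-gene correlation, the eosinophil, basophil and mast cell set had a median log2 fold change of -0.78 in sg1 and -0.75 in sg5 over 18 genes, with adjusted p-values of 2.43e-08 and 1.98e-06 by camera. The S phase set had medians of 0.17 and 0.26 over 42 genes (adjusted p 2.79e-05 and 2.43e-08). The G2/M set had medians of 0.14 and 0.19 over 53 genes (adjusted p 0.000473 and 1.04e-05). The oxidative phosphorylation set had medians of 0.12 and 0.17 over 98 genes (adjusted p 1.31e-05 and 1.24e-06). The MHC class II set had medians of 0.34 and 0.32 over 11 genes (adjusted p 0.00818 in each). The MYC and ribosome biogenesis set passed in sg5 (median 0.13, adjusted p 0.0218) and not in sg1 (median 0.05, adjusted p 0.399). The neutrophil maturation, primary granule and SWI/SNF sets did not pass. When the correlation was estimated from the data, none of the 9 sets passed an FDR of 0.1 in either contrast, and the smallest adjusted p was 0.169, for the eosinophil, basophil and mast cell set. The estimated correlation of that set was 0.0226, near the fixed 0.01.

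Set scores per sample differed between replicates. Relative to the LacZ mean, the mean log2 CPM of the G2/M set was 0.25 and 0.02 in sg1 replicates 1 and 2, and -0.01 and 0.38 in sg5 replicates 1 and 2. For the S phase set the values were 0.24 and 0.07 in sg1, and 0.12 and 0.37 in sg5. For oxidative phosphorylation they were 0.20 and 0.01 in sg1, and 0.06 and 0.19 in sg5. For the MYC and ribosome biogenesis set they were 0.16 and -0.07 in sg1, and -0.03 and 0.23 in sg5. The higher value in each group belonged to the sample that stood apart on the first principal component. The eosinophil, basophil and mast cell set lay between -0.78 and -0.61 in all 4 ARID1A-deficient samples, and between -0.11 and 0.11 in LacZ. The MHC class II set lay at 0.71 and 0.50 in sg1 and at 0.82 and 0.53 in sg5, and between -0.09 and 0.09 in LacZ.

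**Figure D4:**
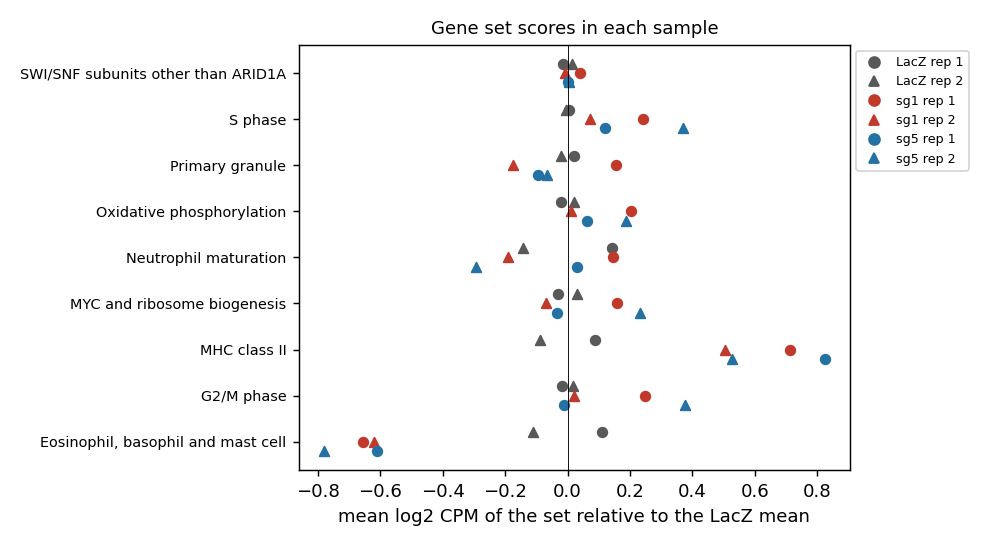
Mean log2 CPM of each gene set (rows) relative to the LacZ mean (x axis); each point is a sample, with color for the group, circles for replicate 1 and triangles for replicate 2. In the G2/M row, sg1 replicate 1 (0.25) and sg5 replicate 2 (0.38) lie to the right, while sg1 replicate 2 (0.02) and sg5 replicate 1 (-0.01) lie near the LacZ samples.

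A panel of genes fixed before the data were seen was examined in the same fit. None of ARID1B, ITGAM, CEBPA, CEBPE, GATA2, CSF3R, RXRA, RUNX1, CSF1 and IL6R passed an FDR of 0.1 in either contrast. ITGAM, which encodes CD11b, changed by 0.13 in sg1 and 0.08 in sg5 on the log2 scale, with adjusted p-values of 0.993 and 0.938. The study measured CD11b protein on the cell surface after all-trans retinoic acid, a treatment not described for these libraries. Its changes in CSF1, IL6R, CSF3R, GATA2, CEBPA, RUNX1 and RXRA were described for the mouse genes in stem or progenitor cells. The values here are thus no test of those results. CSF1 had changes of -0.80 and -1.01, with adjusted p-values of 0.993 and 0.494. IL6R had changes of 0.55 and 0.57, with adjusted p-values of 0.661 and 0.442. With DESeq2 its change in sg5 was 0.58 and passed, with an adjusted p of 0.0655. CD34 had between 0 and 5 counts per sample and was removed by the filter. The defensin genes DEFA1, DEFA1B and DEFA3 are near-identical copies, and their separate values are uncertain. DEFA1B had 0 counts in both LacZ samples and in sg1 replicate 1, and 161, 54 and 159 in the other samples. The summed counts of the 3 genes changed by 0.18 in sg1 and -0.12 in sg5, with adjusted p-values of 0.993 and 0.898.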

Values the study reported

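The study reported 48 genes with an FDR below 0.1 in both the sg1 and the sg5 comparison with control NB4 cells.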

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

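The tests of the TEN1 locus were chosen after its counts had been seen. Each of 21 named genes was tested for a sample far from the other ARID1A-deficient samples, and 2 stood out, where chance gives about 1 in 20.

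TEN1 differed between the sgRNAs by 3.33 on the log2 scale (adjusted p 0.0506), with 692 and 857 counts in LacZ, 914 and 870 in sg1, and 118 and 62 in sg5. A technical explanation is that reads shared with the overlapping genes CDK3 and TEN1-CDK3 were divided differently. Summed over the locus the difference was 0.77 (SE 0.16, adjusted p 1.00), and it would be 0.80 if the other genes did not change at all. The other genes dilute the change, so that the lost call cannot decide. Counts that only moved between these genes would leave the sum unchanged, which the size of the summed difference goes against. The rest of the locus offset 4.28% of the TEN1 change, which goes against counts having moved between these genes. A lower level of TEN1 in the cells labelled sg5 remains a candidate explanation. Whether it came with the sgRNA or arose separately in the sg5 cell population was not tested, and with the replicate number as a block the difference did not pass.

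HDC was lowest in sg5 replicate 1, and the gap to the next of the ARID1A-deficient samples was 0.871 of their range. Counts were 442 and 395 in sg1 and 366 and 445 in sg5, all well under the 1088 and 1025 in LacZ. DEFA3 was highest in sg1 replicate 1, with a gap of 0.953 of the range and 229 counts against 112, 121 and 131. It shares reads with DEFA1 and DEFA1B, but the 3 genes summed were also highest in that sample among the ARID1A-deficient samples, with 610 counts against 380, 404 and 416, which goes against a division of shared reads alone. No other explanation was tested for DEFA3, and none for HDC.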

How the results depend on the processing

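Numbers of called genes are given in the order sg1 against LacZ, sg5 against LacZ, both contrasts, sg1 against sg5, and ARID1A-deficient against LacZ. They were 7, 18, 6, 1 and 31 as reported, 116, 201, 93, 5 and 264 with DESeq2, and 345, 632, 249, 86 and 701 with no low-count filter. With the replicate block they were 1, 1, 1, 0 and 3, and with the replicate block and length offset 1, 1, 1, 0 and 5. With the crossed replicate block, chosen after the data were seen because same-numbered sg1 and sg5 samples deviated in opposite directions, they were 59, 157, 49, 2 and 194. With unmatched transcripts kept, also added later, they were 1, 1, 1, 0 and 4. With only the groups compared, the first 4 were 18, 29, 13 and 0. A mean of at least 50 counts gave 4 genes in sg1, 0 between sg1 and sg5, and 19 in the joined comparison. An FDR of 0.05 gave 0 between sg1 and sg5 and 12 in the joined comparison. Between sg1 and sg5 the length offset gave 2 and overlapping genes summed, an added setting, gave 0. The joined comparison gave 17 without robust estimation, and 82 when all ARID1A-deficient samples formed 1 group, as in the splits described below. Beside the counts of 0 between sg1 and sg5, genes at an unadjusted p under 0.05 numbered 206 (replicate block), 262 (with length offset), 453 (unmatched kept), 166 (only these groups), 113 (mean of at least 50), 256 (FDR 0.05) and 216 (summed).

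Leaving out a replicate of the third group gave from 31 to 33 genes in sg1 and from 30 to 32 in sg5. Leaving out each ARID1A-deficient replicate gave from 31 to 193 genes in the joined comparison, the highest without sg5 replicate 1. In a contrast of 2 groups, leaving out a replicate of either group left 1 sample there, so those fits were used for values only.

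The no-filter calls were not low-count genes: 606 of 632 in sg5 also passed the filter. The prior degrees of freedom were 5.65 with the filter and infinite without it, which fits a change in the variance model as the source. The cause of the other changes was not tested.

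The correlation of fold changes was 0.663 as reported, 0.228 and 0.262 with separate LacZ replicates, 0.343 and 0.138 for single replicates, and 0.787 with a mean of at least 50 counts. With separate LacZ replicates and a mean of at least 50 counts, an added setting, it was 0.417 and 0.462. It ran from 0.477 to 0.758 over the 6 fits that each left out one replicate.

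With the correlation estimated from the data, sets kept their medians and lost their call: -0.78 and -0.75 (eosinophil, basophil and mast cell, adjusted p 0.169 in each), 0.34 and 0.32 (MHC class II, 0.331 in each), 0.17 and 0.26 (S phase), 0.14 and 0.19 (G2/M), 0.12 and 0.17 (oxidative phosphorylation) and 0.13 (MYC in sg5), the last 4 at 0.705. The estimated correlation was 0.427 for S phase, 0.615 for G2/M and 0.471 for oxidative phosphorylation, against the fixed 0.01. It was 0.0226 for the eosinophil, basophil and mast cell set and 0.021 for MHC class II, so a high correlation is not the reason that these 2 lost their call. Among 10000 random lists matched on expression, the MYC set fell at percentile 31.2 in sg1, a reversed direction, and 97.0 in sg5. The neutrophil maturation set fell at 1.41 and 0.14, and the primary granule set at 1.22 in sg5, where camera called neither.

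DEFA1B changed direction in sg5 when the 3 defensins were summed (-0.12). Among other single-gene values, 12 lost the threshold with the replicate block, HDC in sg1 lost it with the length offset as well, and IL6R in sg5 gained it with DESeq2 (0.58, adjusted p 0.0655). The log2 fold changes of ARID1A stayed on the same side of 0 and of the threshold with DESeq2, RLE factors, the length offset and the replicate block. In simulated data of this size edgeR recovered 46.6% of changes of 1 and 87.2% of changes of 2 on the log2 scale in sg1 against LacZ. All of these changes were placed in genes with a mean of at least 50 counts.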

Other observations

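The tests of the shared control, of ARID1A transcript shares, of the called genes that overlap others, of the low-count filter, of GC content and length without expression, and of TEN1 as a label check were chosen after the result had been seen. The others were written down before their result was seen.

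The number of genes past an FDR of 0.1 in both contrasts here was 6. That is lower than the value quoted from the study above. The study used DESeq2, which gave 93 here, and in simulated data 12.1% or 9.5% of the DESeq2 calls shared by both contrasts were false, depending on the dispersion model, against 3.1% or 1.3% with edgeR. Those shares depend on the 200 genes that were changed in both simulated contrasts. The simulated samples also lacked the division of sg1 replicate 1 and sg5 replicate 2 from the rest. The share of false calls among the 93 can therefore not be read from them. The study also used an older DESeq2 and tximport for the gene sums, and its human transcript set is not known. The effect of these differences on the 93 was not tested.

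The largest division among these samples did not follow the groups. Of the 15 ways to part the 6 samples into 4 and 2, the split of sg1 replicate 1 and sg5 replicate 2 from the rest gave 3728 genes with edgeR at an FDR of 0.1. The split of LacZ from the ARID1A-deficient samples gave 82, and the other 13 splits gave at most 2. The 82 differs from the 31 reported above because a split has 2 groups, whereas the model used there has 3. Among the 9 splits whose pair holds both replicate numbers, 2 gave at least as many genes as the real one with edgeR, and 2 with DESeq2, counting the real split itself. The other was the split of sg1 replicate 1 and sg5 replicate 2. The design cannot give a share under 0.111, so chance cannot be excluded this way. The 6 splits whose pair has the same replicate number gave at most 1 gene with edgeR and 42 with DESeq2.

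Several technical explanations for that division were examined. After thinning all samples to the same number of counts, 3667 genes remained, which goes against library depth. GC content, transcript length and mean expression explained 8.0% of the variance of the difference across genes. The share of counts in retained-intron transcripts placed 1 of the 2 samples outside the range of the other 4. The 2 samples with the lowest TEN1 were those labelled sg5, but TEN1 was picked because it differs between these labels, so this cannot test for an exchange of samples between sg1 and sg5. A library or culture batch that the labels do not give could not be tested and remains open, and both samples are ARID1A-deficient, so the division cannot be told apart from a difference between replicates in the extent of an effect.

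This division bears on the S phase, G2/M and oxidative phosphorylation sets, whose scores in each sgRNA group were higher in the sample of this pair. The MYC and ribosome biogenesis set, called in sg5 alone, followed it as well, with scores of -0.03 and 0.23 in sg5 replicates 1 and 2. After removal of trends with GC content, length and expression, the medians in sg5 were 0.15 for S phase, 0.095 for G2/M and 0.079 for oxidative phosphorylation. The last fell from 0.17 to under 50% of its size. In sg1 the medians went from 0.17 to 0.12 for S phase, from 0.14 to 0.085 for G2/M and from 0.12 to 0.080 for oxidative phosphorylation, so that more than 50% remained there. With GC content and length removed without expression, the oxidative phosphorylation medians were 0.16 in sg1 and 0.21 in sg5, no lower than before. The fall therefore cannot be assigned to GC content and length. With expression alone removed they were 0.088 in sg1 and 0.15 in sg5, so in sg5 expression alone did not give the fall either. For the first 2 sets in sg5 more than 50% remained, narrowly so for G2/M at 0.095 from 0.19. For G2/M and oxidative phosphorylation, a higher level in ARID1A-deficient cells cannot be told apart from the unlabelled division. S phase scores were above both LacZ samples in the other 2 samples as well, at 0.07 and 0.12, so the division need not account for all of that shift.

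The eosinophil, basophil and mast cell set was lower, and the MHC class II set higher, in all 4 ARID1A-deficient samples than in both LacZ samples, as S phase was higher. Without EPX, PRG2 and HDC, which were known from the study when the list was written, 15 genes of the eosinophil, basophil and mast cell set remained with medians of -0.50 and -0.47, and the larger adjusted p was 0.0031 at the fixed correlation. The shift is therefore not due to these 3 genes alone. It is a hypothesis that ARID1A deficiency may lower the eosinophil, basophil and mast cell program in NB4 cells, and it did not pass with the estimated correlation (adjusted p 0.169). That estimate was 0.0226, near the fixed 0.01, so the lost call does not point to correlated genes. In simulated sets of independent genes with a shift of 0.3, camera with the estimated correlation gave adjusted p-values from 0.023 to 0.130. It called 18 of 20 such sets, against 20 of 20 with the fixed correlation. The change of setting can therefore cost calls where genes are not correlated.

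Fold changes of sg1 and sg5 correlated at an average of 0.245 with separate LacZ replicates. In genes with a mean of at least 50 counts the 2 values were 0.417 and 0.462. These lie between no correlation and the values with a shared control, 0.663 and 0.787, so a shared control may account for part of the 0.663 and the remainder cannot be told apart from a common effect by this test. Among fits that left out 1 replicate, the value with a shared control was lowest without sg1 replicate 1 (0.478) and without sg5 replicate 2 (0.477), and single replicates gave 0.343 with these samples and 0.138 with the other 2, so the unlabelled division may contribute as well.

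The share of ARID1A counts on transcripts with the guide sites differed by -8.1 percentage points between ARID1A-deficient samples and LacZ. ARID1A-201, the top transcript, differed by -4.44 points alone. Among 6407 well-measured genes, 16.5% moved their top transcript share at least that far, above the 5% set for this test, and 6.1% did so with all 4 samples outside both LacZ samples. An earlier form of this test set the sum of 2 transcripts against single transcripts and gave 4.9%, which is not a like comparison. General noise in the division of counts may therefore account for the shift of ARID1A-201. The shift of the 2 transcripts together was not tested against a like background, so its source remains open.

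Of the 19 genes called in sg1 or sg5, 7 overlap another expressed gene on the same strand. After overlapping genes were summed, 6 of them lost every call, but a larger gene in a locus dilutes a change, so this sum cannot decide. The rest of the locus offset at least 50% of the change in 3 of the 7: SPECC1L-ADORA2A, AL157400.5 and INO80B-WBP1. In these 3 the neighbors were far larger than the change and offset more than 100% of it, so a drift of the neighbors themselves can give this outcome and the test cannot decide.

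The no-filter fit called 606 genes in sg5 that also pass the filter, so its larger count may come from the prior degrees of freedom. Of 4742 unmatched transcripts tested, 0 were called between ARID1A-deficient and LacZ samples, with 386 at an unadjusted p under 0.05, and too few genes were called in that fit to compare the shares.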
